A study of Arabidopsis thaliana with 36 samples.

How the data were processed

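Chromatin immunoprecipitation with sequencing (ChIP-seq) measured which parts of the plastid genome were bound by a protein in Arabidopsis seedlings. Per the labels the seedlings were 5 days old, after 48 h of stratification on 0.5-strength MS medium under 100 µmol light per m2 and s, and were crosslinked with 4% formaldehyde for 4 h. The 36 libraries formed 12 groups of 3 replicates. They belonged to 3 sets of 12 libraries. One set held RpoB ChIP in Col-0, the wild type, and in the ptac3 mutant (the ptac3 set). Another held RpoB ChIP in Col-0 and in the ptac14 mutant (the ptac14 set). The last held pTAC3 ChIP in Col-0 and in the ptac3 mutant (the pTAC3 set). Each group of ChIP libraries had its own group of input libraries, which were sequenced without immunoprecipitation. Groups were taken from the sample titles and the named plant lines. A genotype tag in the labels read wild type for every sample, mutants included, and was not used. The title of 1 sample carried a stray spreadsheet range after its replicate number, and the rest of that title was used.

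The authors deposited a table of whole-number read coverage (a signal track, the unit entered as other) with 1 column per library and 1 line for each of 154477 positions of the plastid genome. That the values were coverage was read from the values, which changed in small steps from base to base. The deposited coverage was not scaled to library size. The labels gave no aligner, read filter, duplicate removal, treatment of reads from the inverted repeat, or genome build. Gene names and positions came from a RefSeq table for the TAIR10.1 assembly. The match of its coordinates to the coverage table was checked with the inverted repeat, whose copies carry the same genes in mirrored order. Steps of coverage from base to base were compared between the copies, mirrored about the 15 mirrored gene pairs. They matched best at an offset of 0 bp in 36 of 36 libraries, among offsets of up to 50 bp each way. The correlation of these steps at that offset ran from 0.194 to 0.856. For the coverage itself the lowest correlation at that offset was 0.621, in a ptac14 ChIP library, so values of the copies were not equal. The first copy held between 49.8% and 50.5% of the repeat's coverage. Of 129 plastid gene entries, 128 were left after entries with equal coordinates were removed, and 113 when only 1 copy of the repeat was counted. No genome sequence was at hand, so base composition was not analysed here.

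Mean coverage per position ranged from 59.2 to 1538 in ChIP libraries and from 318 to 924 in input libraries. The counting error at the mean coverage lay between 2.55% and 13.0% of it. It covers counting error at a single position only, since reads without molecular identifiers are not independent molecules. Replicates were checked for pooled or divided libraries. At positions 300 bp apart, 0 of 36 replicate pairs differed as little as counting error alone gives, and the lowest chi-square per degree of freedom was 1.15. At a spacing of 1000 bp 1 input pair did. No replicate pair was identical.

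Coverage was averaged in bins of 50 bp and each library was scaled to its own total, so that its mean was 1. Values were log2 transformed after adding a pseudocount of 5% of the library mean. Bins with a mean scaled input under 10% of the median were left out, which removed 5, 5 and 4 bins of the ptac3, ptac14 and pTAC3 sets. Enrichment was the log2 ratio of a ChIP library to the input library of the same group and replicate number. The labels did not say whether same-numbered ChIP and input libraries came from the same chromatin. Their correlations were of mixed sign, from -0.44 (Col-0 replicate 1, ptac3 set) to 0.41 (Col-0 replicate 2, ptac14 set), and gave no sign of pairing. Gene values were means over the gene body. Neighbouring bins shared reads: the noise of the inputs was correlated at r = 0.754 for a distance of 50 bp, 0.495 for 100 bp and -0.023 for 300 bp. Counts of bins are therefore extents along the genome and not independent observations.

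Scaling to the total makes the values relative. When ChIP reads crowd into few regions, all other regions fall below input. The median bin rose in the mutants by 0.84, 1.31 and 0.89 on the log2 scale in the ptac3, ptac14 and pTAC3 sets. Directions away from the bound regions were therefore also given with libraries scaled to their median bin, and with libraries scaled to the mean of the bins in the genes rpoB, rpoC1 and rpoC2. These 3 genes are also on the NEP list described below, and this scaling sets their change near 0 by construction.

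ChIP against input in Col-0, mutant against Col-0 enrichment, and mutant against Col-0 input were tested in limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with an adjusted p (Benjamini-Hochberg) under 0.05 as the threshold. limma was used because the values are coverage and not counts. For that reason edgeR, DESeq2 and TMM scaling were not used. limma shares the spread between replicates across all bins or genes, so its adjusted p can be far smaller than the 0.1 that exact permutation of 3 against 3 values can reach. The difference between the ptac3 and ptac14 effects was tested as an interaction over the RpoB sets together. Slopes and list differences, 1 value per replicate, were compared by exact two-sided permutation tests. The profile slope was the least-squares slope, over bins, of a replicate's enrichment on a mean Col-0 profile from libraries outside the comparison. For the ptac3 set that profile was the Col-0 of the ptac14 set, for the ptac14 set the Col-0 of the ptac3 set, and for the pTAC3 set the mean of both RpoB profiles. A slope of 1 means the same amplitude as that profile, and a slope of 0 none of it.

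The plastid-encoded polymerase (PEP) list held 15 genes and the nuclear-encoded polymerase (NEP) list 6 genes, both from general knowledge of which enzyme mainly transcribes them. The gene ycf1 has 2 entries, so the NEP list had 7 entries. Named genes followed a rule. It took the 5 genes with the highest enrichment in each Col-0 group. For each mutant it took the 3 genes with the largest fall and the 3 with the largest rise among those past the threshold with no overlap between replicates. Genes were ranked with only the first copy of the inverted repeat, a limit the rule as first written did not hold, so that no gene was named for both its copies. psbA and rbcL were named from the PEP list. Regions named by position were chosen after their values were seen. The groups, tests, lists, naming rule and most alternatives were fixed before the data were examined.

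The tests were tested on simulated data with 200 changed bins among 3086. For mutant against Col-0, 81% of the changed bins were recovered, 100% of those with a 4-fold and 62% of those with a 2-fold change, with 10 false calls (5.81% of calls). For ChIP against input, 96% were recovered with 14 false calls (6.80% of calls). Simulated slopes of 1 and 0 came back as 1.01 and 0.004. They were built without the pseudocount and without rescaling to totals, so they check only the slope calculation. Simulated libraries held no difference of amplitude between replicates, and far fewer bins changed than in the data. Recovery and false calls in the data may therefore differ from these rates.

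Whether replicate numbers pair the samples was checked from the correlation, across bins, of same-numbered Col-0 and mutant deviations from their group means. In the ptac14 set it was 0.46, 0.28 and 0.71 for replicates 1, 2 and 3, positive in 3 of 3. These deviations include differences in amplitude along the shared Col-0 profile, so a like order of amplitudes raises the values without any other tie between the samples. A fit with replicate as a block was therefore run beside the unpaired one. The alternatives tried were other scalings, pseudocounts of 1% and 25%, no filter on low input, bins of 200 bp, 1 copy of the inverted repeat, a 2-fold minimum, the replicate block, 1 fit over all groups, the mean of a group's inputs, ChIP without input, and leaving out each replicate in turn. Preparation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Transcript levels were not analysed here.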

Results

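RpoB is the beta subunit of the plastid-encoded RNA polymerase (PEP). pTAC3 and pTAC14 are nuclear-encoded proteins found with that polymerase in the plastid transcriptionally active chromosome. The design asked where RpoB and pTAC3 sit on the plastid genome of Arabidopsis seedlings and whether RpoB still binds there without pTAC3 or pTAC14. ChIP-seq and input coverage of the plastid genome was collected from 12 groups of 3 replicates. RpoB ChIP was done in Col-0 and ptac3 (the ptac3 set) and, with separate Col-0 plants, in Col-0 and ptac14 (the ptac14 set). pTAC3 ChIP was done in Col-0 and in ptac3, the mutant of the gene for the antigen (the pTAC3 set). The labels gave no sequencing batch. Each mutant was compared with the Col-0 of its own set. The genes for pTAC3 and pTAC14 lie in the nucleus, outside the coverage table, and their expression was not analysed here.

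Mean coverage per position of the Col-0 RpoB ChIP libraries was 1538, 586 and 238 for replicates 1, 2 and 3 of the ptac3 set. In the ptac14 set it was 113, 524 and 1177. Col-0 pTAC3 ChIP libraries had mean coverage of 420, 573 and 244. Mutant ChIP libraries had mean coverage of 105, 148 and 204 for RpoB in ptac3, 69.1, 149 and 143 for RpoB in ptac14, and 144, 59.2 and 173 for pTAC3 in ptac3. They were shallower than the Col-0 ChIP libraries of their set, except that Col-0 replicate 1 of the ptac14 set was shallower than replicates 2 and 3 of ptac14. Inputs had mean coverage between 318 and 730 in Col-0 and between 425 and 924 in the mutants.

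The first comparison asked where each protein was bound in Col-0. RpoB ChIP coverage was above input in 614 of 3085 bins of 50 bp (19.9%) in the ptac3 set and below input in 2181 (70.7%; limma, adjusted p under the threshold). The ptac14 set had 612 of 3085 bins above input (19.8%) and 2191 below (71.0%). pTAC3 ChIP was above input in 701 of 3086 bins (22.7%) and below in 2158 (69.9%). These shares depend on the scaling of the libraries. The alternative that moved them most, scaling to the bins of rpoB, rpoC1 and rpoC2, gave 51.5%, 64.6% and 65.8% of bins above input in the same order. The highest bin reached a log2 enrichment of 2.74, 3.16 and 3.19, and the median bin had 0.537, 0.408 and 0.523 times its input.

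The sets had most of their enriched bins in common. RpoB was enriched in 593 bins in both of its sets. pTAC3 was enriched in 612 of the 614 RpoB bins of the ptac3 set (99.7%) and in 610 of the 612 of the ptac14 set (99.7%). The 592 bins above input in all 3 sets formed 33 regions covering 29600 bp, with a median length of 250 bp. Of these bins 31.9% overlapped a tRNA gene, against 7.65% of all bins tested. Another 31.6% overlapped an rRNA gene, against 6.06%. Protein-coding genes were overlapped by 7.43% of them, against 61.0%, and 30.1% overlapped no gene, against 26.3%. All these shares count both copies of the inverted repeat. The rRNA region and its mirrored copy, given below, covered 7950 and 7900 bp of the 29600 bp. Their trnI and trnA genes, of 801 and 874 bp, add to the tRNA share.

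Positions are those of the coverage table, whose build the labels did not name. The longest region ran from position 100651 to 108600 (7950 bp) and held trnV, rrn16S, trnI, trnA, rrn23S, rrn4.5S and trnR. Its mean log2 enrichment was 1.77 for RpoB in the ptac3 set, 1.98 in the ptac14 set and 1.81 for pTAC3. Its mirrored copy ran from 130051 to 137950 and also held ArthCr091, an rRNA gene of 121 bp. The gene table had no entry for that gene in the first copy, so ArthCr091 was kept when 1 copy was counted. A region from 29601 to 30700 over trnD, trnY and trnE had values of 1.10, 1.40 and 1.20 in the same order. A region from 46551 to 48550 over trnL and trnF had 1.52, 1.75 and 1.70. Over psbA, from 301 to 1700, the values were 1.01, 1.26 and 1.28. The region from 54651 to 55150 at rbcL had 0.87, 1.13 and 1.14 in Col-0, and -0.14, -0.04 and -0.25 in the mutants of the same sets.

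**Figure D1:**
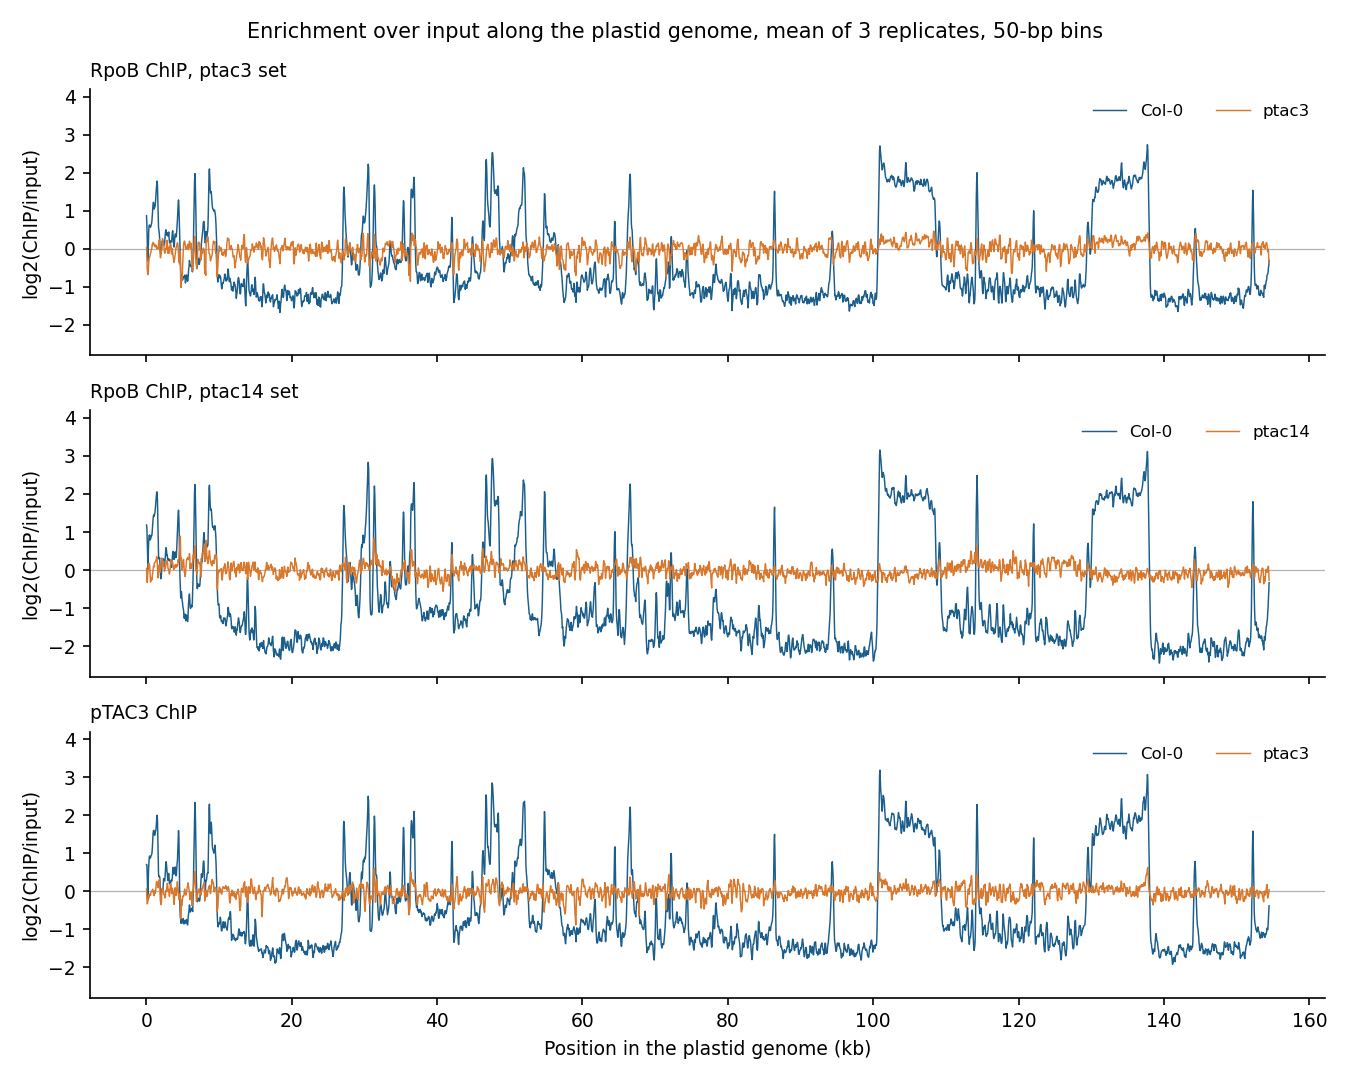
Mean log2 enrichment over input (vertical axis) in 50-bp bins along the plastid genome (horizontal axis, kb) for the 3 sets, with Col-0 in blue and the mutant in orange, 3 replicates each and libraries scaled to their totals. Col-0 profiles have the same peaks in all 3 panels, reaching 2.74, 3.16 and 3.19, while the highest mutant bin is at 0.46, 0.89 and 0.63.

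Across 3086 bins, Col-0 pTAC3 enrichment correlated with the mean RpoB enrichment of both sets at Pearson's r = 0.993 and Spearman's rho = 0.976. The RpoB profiles of the sets correlated with each other at r = 0.989. Single libraries of different sets correlated at r between 0.957 and 0.986, and replicates of the same group at r between 0.966 and 0.982. Across 128 genes pTAC3 and mean RpoB correlated at r = 0.995 and rho = 0.989. Bins and genes are not independent replicates, so these values are descriptive. In a direct comparison of pTAC3 with both RpoB sets, enrichment differed in 0 of 3086 bins, with 47 at an unadjusted p under 0.05 where chance gives about 154. Against the ptac3 set alone it differed in 0 bins (12 unadjusted) and against the ptac14 set alone in 0 bins (449 unadjusted).

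Genes are ranked below with only the first copy of the inverted repeat, since the second copy holds the same genes at slightly different values. The genes with the highest mean RpoB enrichment in Col-0 of the ptac3 set were trnE (ArthCt097) at 2.15 ± 0.24 (log2, SD, n = 3), rrn16S (ArthCr086) at 2.0 ± 0.43, trnP (ArthCt106) at 1.93 ± 0.14, trnQ (ArthCt090) at 1.89 ± 0.20 and trnA (ArthCt108) at 1.83 ± 0.33. In the ptac14 set they were trnE at 2.74 ± 0.14, trnL (Arthct122) at 2.28 ± 0.18, rrn16S at 2.25 ± 0.33, trnP at 2.20 ± 0.13 and trnQ at 2.18 ± 0.16. For pTAC3 they were trnE at 2.41 ± 0.11, trnQ at 2.22 ± 0.18, trnP at 2.20 ± 0.10, trnL (Arthct122) at 2.11 ± 0.15 and rrn16S at 2.08 ± 0.26.

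The next comparison asked whether RpoB kept its distribution in ptac3. Enrichment over input differed between ptac3 and Col-0 in 2650 of 3085 bins (85.9%; limma), with 589 lower and 2061 higher in the mutant. The alternative that moved this most, scaling to the median bin, gave 44.2%. In ptac14 RpoB enrichment differed in 2681 of 3085 bins (86.9%), with 541 lower and 2140 higher. pTAC3 ChIP differed between ptac3 and Col-0 in 2710 of 3086 bins (87.8%), with 654 lower and 2056 higher.

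The direction of the bins outside the bound regions depended on the scaling. The share of changed bins that were higher in the mutant was 77.8%, 79.8% and 75.9% in the ptac3, ptac14 and pTAC3 sets with totals. Scaling to the median bin gave 1017 lower and 347 higher bins in the ptac3 set, 1076 and 884 in the ptac14 set, and 1084 and 880 in the pTAC3 set. Scaling to rpoB, rpoC1 and rpoC2 gave 1424 lower and 2 higher, 1701 and 8, and 1901 and 5. All 3 scalings hold the same change in shape, in which the contrast between bound regions and the rest became smaller in the mutants.

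Bound regions were also taken from libraries outside the comparison. In the 612 bins above input in the ptac14 set, mean RpoB enrichment was 1.42 ± 0.20 in Col-0 of the ptac3 set and 0.10 ± 0.14 in ptac3 (log2, SD, n = 3), with 568 bins lower and 0 higher past the limma threshold. Of the 614 bins above input in the ptac3 set, 537 were lower and 0 higher in ptac14, and mean enrichment was 1.61 ± 0.12 in Col-0 of the ptac14 set and 0.01 ± 0.34 in ptac14. For pTAC3, 584 of the 593 bins above input in both RpoB sets were lower and 0 higher, with means of 1.56 ± 0.10 in Col-0 and 0.07 ± 0.22 in ptac3. In the remaining bins the means rose from -0.93 to -0.06, from -1.39 to -0.02 and from -0.99 to -0.04.

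Mutant ChIP libraries were tested against their own inputs as well. RpoB ChIP in ptac3 was above input in 11 bins and below in 82, with 710 at an unadjusted p under 0.05. RpoB ChIP in ptac14 differed from input in 0 bins (355 unadjusted) and pTAC3 ChIP in ptac3 in 0 bins (338 unadjusted), where chance gives about 154. The last of these is the background of the pTAC3 antibody, as far as the mutation removes the protein.

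The profile slope gives, for each replicate, the amplitude along the Col-0 profile and not variation of other shapes. For RpoB in the ptac3 set it was 0.757 ± 0.162 in Col-0 and 0.042 ± 0.054 in ptac3 (SD, n = 3 each, exact permutation p = 0.1). In the ptac14 set it was 1.29 ± 0.217 in Col-0 and 0.019 ± 0.184 in ptac14 (n = 3 each, exact permutation p = 0.1). For pTAC3 it was 0.952 ± 0.108 in Col-0 and 0.040 ± 0.093 in ptac3 (n = 3 each, exact permutation p = 0.1). A p of 0.1 is the smallest that 3 against 3 values allow, so these tests could not pass 0.05. In each set all 3 mutant values lay below all 3 Col-0 values. The SD of enrichment over bins, which counts variation of any shape and noise, fell less. It went from 1.06 ± 0.218 to 0.243 ± 0.013 in the ptac3 set, from 1.38 ± 0.221 to 0.283 ± 0.028 in the ptac14 set and from 1.16 ± 0.134 to 0.247 ± 0.06 in the pTAC3 set (n = 3 each, exact permutation p = 0.1 in each set). Replicate 3 of ptac14 had a slope of 0.231, against -0.089 and -0.085 in replicates 1 and 2, and it alone made the mean of that group positive.

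**Figure D2:**
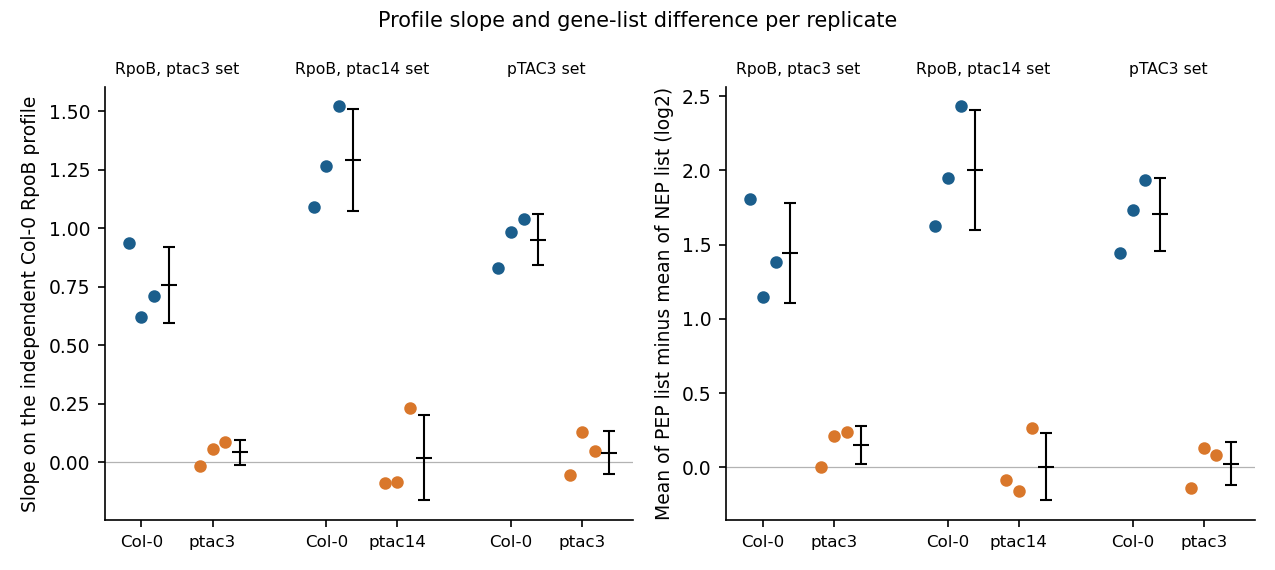
Profile slope and PEP-list minus NEP-list enrichment (log2) of each replicate (points) with mean and SD (bars), for Col-0 and mutant in the 3 sets. Mutant slopes lie between -0.089 and 0.231 and Col-0 slopes between 0.622 and 1.52.

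Of 128 genes, 105 changed in RpoB enrichment in ptac3 (82.0%; 39 lower and 66 higher) and 104 in ptac14 (81.3%; 35 lower and 69 higher). pTAC3 ChIP changed in 114 genes (89.1%; 47 lower and 67 higher). With only 1 copy of the repeat counted, all 30 tRNA genes were lower in the pTAC3 set, 26 in the ptac3 set and 22 in the ptac14 set with totals, and all 30 in each set under both other scalings. The 4 rRNA genes, ArthCr091 of the second copy among them, were lower in each set under all 3 scalings. Of 79 protein-coding genes, 61, 64 and 62 were higher in the ptac3, ptac14 and pTAC3 sets with totals. Scaling to the median bin gave 10, 23 and 19 higher and 20, 24 and 21 lower. Scaling to rpoB, rpoC1 and rpoC2 gave 0 higher and 45, 60 and 61 lower.

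With the first copy of the repeat only, the largest falls of RpoB in ptac3 were at trnE, which fell by 1.78 (log2, SE 0.18, adjusted p = 1.66e-19), at rrn16S, which fell by 1.77 (adjusted p = 1.74e-19), and at trnI (ArthCt107), which fell by 1.65 (adjusted p = 1.38e-17). In ptac14 trnE fell by 2.61 (SE 0.24, adjusted p = 5.67e-07), rrn16S fell by 2.40 (adjusted p = 1.66e-06) and rrn23S (ArthCr087) fell by 2.11 (adjusted p = 2.44e-06). pTAC3 ChIP at trnE fell by 2.28 (SE 0.17, adjusted p = 1.52e-34), at trnM (ArthCt104) it fell by 1.93 (adjusted p = 3.78e-26) and at rrn16S it fell by 1.90 (adjusted p = 1.64e-25). In each of these genes all 3 mutant replicates were below all 3 Col-0 replicates. In the pTAC3 set limma gave every gene the same SE. The SEs of the ptac3 set were nearly equal too, from 0.1782 to 0.1787. Adjusted p in both sets therefore rests on a spread shared by all genes and not on the spread of the single gene. With a replicate left out, the highest limma adjusted p at trnE was 3.29e-06, 1.61e-05 and 0.000268 in the ptac3, ptac14 and pTAC3 sets. Mutant enrichment of trnE was 0.37 ± 0.26, 0.13 ± 0.52 and 0.13 ± 0.38 (SD, n = 3) in the ptac3, ptac14 and pTAC3 sets.

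The largest rises, counted in the same way, were in genes far below input in Col-0. RpoB rose in ptac3 at rps7 (ArthCp069) by 1.43, at rps2 (ArthCp011) by 1.35 and at ndhB (ArthCp068) by 1.30, and with scaling to rpoB, rpoC1 and rpoC2 by 0.19, 0.11 and 0.06. In ptac14 it rose at rps3 (ArthCp061) by 2.04, at rpoC2 (ArthCp012) by 1.99 and at ndhB by 1.99, and with that scaling by 0.13, 0.11 and 0.10. pTAC3 ChIP rose at rpoC2 by 1.58 and at rps7 by 1.57, against 0.06 and 0.05 with that scaling, and at rpl14 (ArthCp059) by 1.53, which turned to -0.01. None of these 9 rises passed the limma threshold with that scaling, and all 9 did with totals. With scaling to the median bin all 9 passed too, at 0.56, 0.49 and 0.44 for rps7, rps2 and ndhB in ptac3, 0.80, 0.78 and 0.77 for rps3, rpoC2 and ndhB in ptac14, and 0.70, 0.70 and 0.64 for rpoC2, rps7 and rpl14 in the pTAC3 set. At rpoC2, which is part of the reference of that scaling, a change near 0 is built in.

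At psbA (ArthCp002) RpoB enrichment went from 1.02 ± 0.20 to 0.03 ± 0.14 in ptac3 (adjusted p = 9.46e-08) and from 1.32 ± 0.17 to 0.04 ± 0.22 in ptac14 (adjusted p = 1.83e-05). pTAC3 enrichment there went from 1.33 ± 0.18 to 0.01 ± 0.28 (adjusted p = 3.82e-14). At rbcL (ArthCp030) RpoB enrichment over the gene was 0.32 ± 0.08 in Col-0 and 0.03 ± 0.10 in ptac3 (adjusted p = 0.107). It was 0.24 ± 0.06 in Col-0 and -0.15 ± 0.13 in ptac14 (adjusted p = 0.0696, 0.0308 with replicate as a block, and between 0.000582 and 0.0745 over the other settings with all replicates). pTAC3 enrichment at rbcL went from 0.43 ± 0.12 to -0.09 ± 0.13 (adjusted p = 0.0023). These are means over the gene body. Besides the region given above, a region from 56001 to 56150 at rbcL was above input in all 3 sets. It had 0.40, 0.50 and 0.50 in Col-0, and 0.05, -0.18 and -0.15 in the mutants of the same sets. Both RpoB changes at rbcL passed the threshold when libraries were scaled to the median bin or to rpoB, rpoC1 and rpoC2, or when all groups shared 1 fit. With a replicate left out, 1 of 6 fits passed in each set, without Col-0 replicate 1 of the ptac3 set (change -0.34) and without Col-0 replicate 3 of the ptac14 set (change -0.42). The highest limma adjusted p of those fits was 0.247 in the ptac3 set and 0.23 in the ptac14 set.

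The gene lists asked whether genes transcribed by PEP were bound more than genes of the nuclear-encoded polymerase (NEP). Mean enrichment of the PEP list exceeded that of the NEP list by 1.45 ± 0.34 in Col-0 of the ptac3 set and by 0.15 ± 0.13 in ptac3 (log2, SD, n = 3 each, exact permutation p = 0.1). The values for the ptac14 set were 2.0 ± 0.40 and 0.005 ± 0.228 (n = 3 each, exact permutation p = 0.1). For pTAC3 they were 1.70 ± 0.25 and 0.03 ± 0.15 (n = 3 each, exact permutation p = 0.1). A pseudocount of 25% moved the difference between mutant and Col-0 most, from -2.0 to -1.57 in the ptac14 set. Of the 15 PEP-list genes 7 were above input on average in Col-0 of each set, and none of the 7 NEP-list entries was. These 7 genes were psbA, rbcL and the tRNA and rRNA genes trnD, trnY, trnE, rrn16S and rrn23S. All NEP-list entries are protein-coding, so the list difference also holds a difference of gene class. Among protein-coding PEP-list genes, petB was at -1.09, -1.61 and -1.26, below the highest NEP-list entries at -0.92, -1.42 and -0.93. The other protein-coding PEP-list genes lay above every NEP-list entry.

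With totals 6, 6 and 7 of the 15 PEP-list genes were lower in the mutant in the ptac3, ptac14 and pTAC3 sets and 7, 6 and 6 were higher. The counts adjusted over the list alone were the same. Scaled to the median bin, 10, 11 and 11 were lower and 1 was higher in each set. Scaled to rpoB, rpoC1 and rpoC2, 14, 15 and 15 were lower and 0 higher. All 7 NEP-list entries were higher in each set with totals, also adjusted over the list alone. Scaling to the median bin left 4, 5 and 5 of them higher, and scaling to rpoB, rpoC1 and rpoC2 gave 0 higher and 2 lower in each set. The reference genes of the last scaling are 3 of the 7 entries, so it tests only the entries of accD, ycf1 and ycf2.

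**Figure D3:**
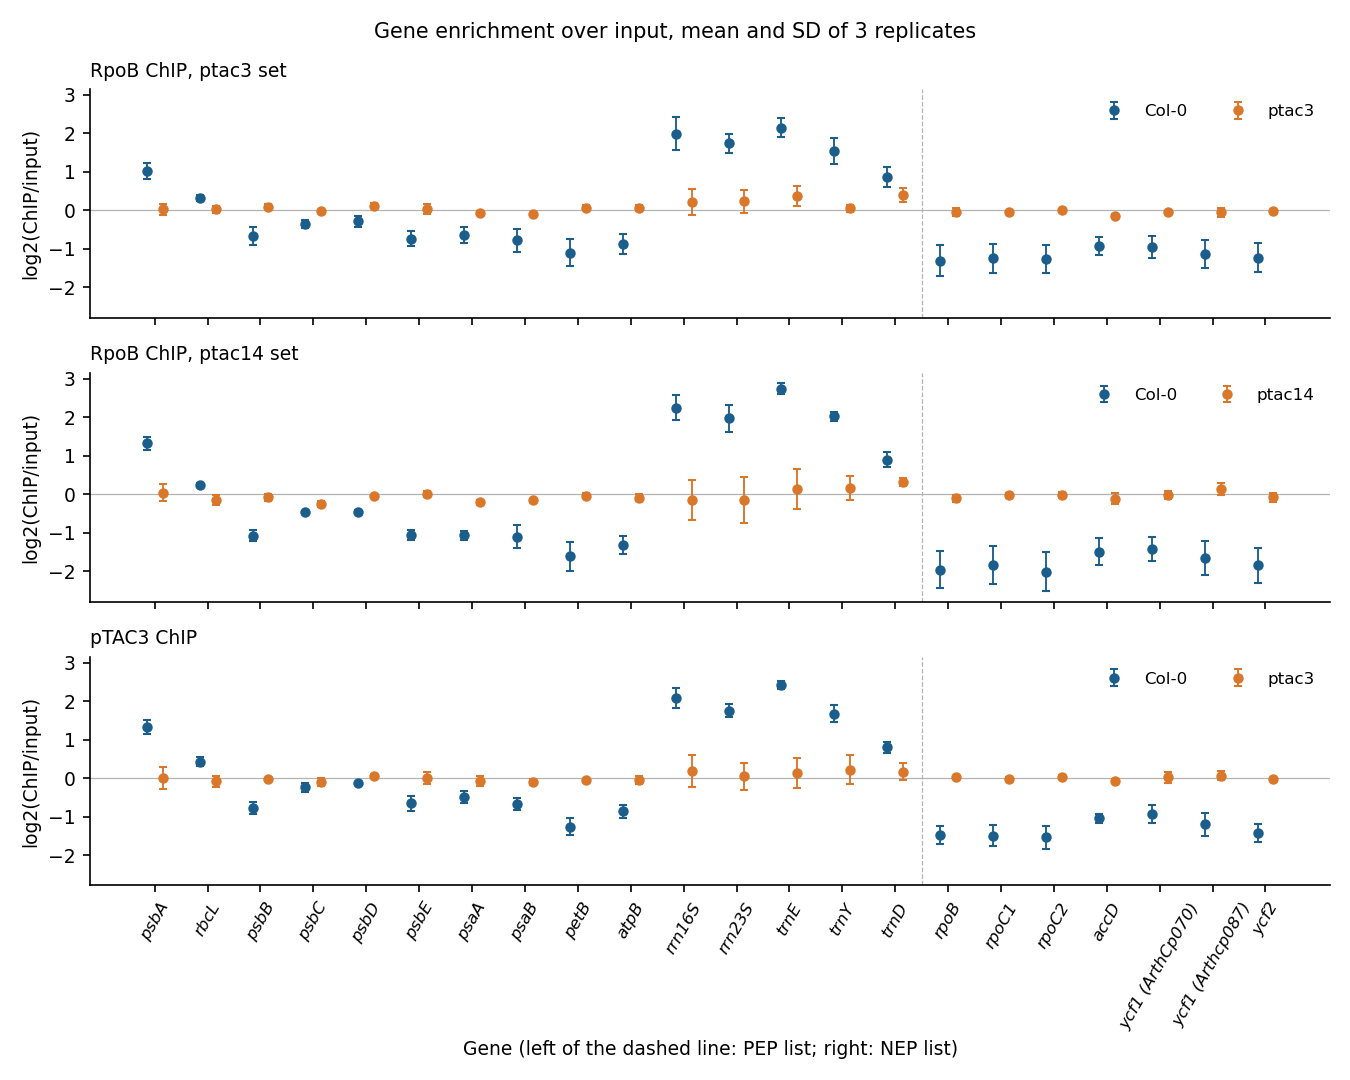
Mean log2 enrichment over input (points) with SD of 3 replicates (bars) for the PEP-list genes and the NEP-list entries in Col-0 and mutant, libraries scaled to their totals. Mutant means lie between -0.25 and 0.41 on both lists, and Col-0 means run from -2.01 at rpoC2 to 2.74 at trnE. All 7 NEP-list entries rose in each set with totals, 4, 5 and 5 with scaling to the median bin, and 0 with scaling to rpoB, rpoC1 and rpoC2, which are themselves 3 of the entries.

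The ptac3 and ptac14 effects on RpoB were compared directly. The interaction passed the limma threshold in 0 of 3085 bins (508 at an unadjusted p under 0.05, where chance gives about 154) and in 0 of 128 genes (18 unadjusted). The mutants compared with each other differed in 0 bins (104 unadjusted). In the same fit the Col-0 groups of the sets differed in 354 bins (11.5%; 1170 unadjusted), all higher in the ptac3 set. With the Col-0 groups of all 3 sets fitted, pTAC3 ChIP included and mutants left out, 0 bins passed (916 unadjusted).

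Inputs asked whether the DNA itself was distributed differently in the mutants. No bin passed the limma threshold in the ptac3 set (0 of 3085, 394 unadjusted), the ptac14 set (0 of 3085, 463 unadjusted) or the pTAC3 set (0 of 3086, 419 unadjusted). Chance gives about 154 unadjusted. The SD over bins of the input change was 0.09, 0.08 and 0.09 on the log2 scale.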

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

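The tests of amplitude and of depth in this part were chosen only after the result was seen, and the splits were planned.

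RpoB enrichment differed between the Col-0 groups of the ptac3 and ptac14 sets in 354 bins, although both groups had the same genotype, antibody and labels. A test of the difference between groups picked this result out. All 354 bins were below input in both sets, with a mean log2 enrichment of -1.22 in the ptac3 set and -2.07 in the ptac14 set, and 255 of them (72.0%) overlapped a protein-coding gene. The difference rests on the spread shared with the mutant libraries. With the Col-0 groups of all 3 sets fitted, pTAC3 ChIP included and mutants left out, 0 bins passed. In that fit 916 had an unadjusted p under 0.05 where chance gives about 154.

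Deeper sequencing of the ptac14 set is argued against: its Col-0 ChIP libraries had a median coverage of 524, below the 586 of the ptac3 set. A candidate explanation is that the libraries differed in 1 amplitude each, by how much ChIP signal stood above background. Each profile was divided by its own slope on the mean profile and also set to the same mean level. This step lowered the count of bins with an unadjusted p under 0.05 from 916 to 267. Part of the difference thus went with the level and amplitude of each library, and the step cannot separate level from amplitude. It does not account for all differences between Col-0 groups. The same step raised the count for pTAC3 against the ptac3 set from 12 to 293, with 2 bins passing. For pTAC3 against both RpoB sets it raised the count from 47 to 221, with 0 passing. It lowered the count for pTAC3 against the ptac14 set from 449 to 164. The amplitudes themselves, from 0.722 to 1.09 in the ptac3 set and from 0.972 to 1.35 in the ptac14 set, overlapped (exact permutation p = 0.2, n = 3 each). Immunoprecipitation efficiency, plant material and library preparation stay open as sources of the amplitude. The design gives no group that separates them, and no biological explanation was tested.

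The same limit bears on the interaction. It passed in 0 bins (508 unadjusted, where chance gives about 154) and 0 genes (18 unadjusted). All 100 of 100 regroupings of the samples gave as many bins and 100 of 100 as many genes, which a real count of 0 fixes in advance, so the regroupings say nothing about the difference. Whether the ptac3 and ptac14 effects differ stays open, and the difference of amplitude between the sets was not removed from the interaction.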

How the results depend on the processing

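Scaling to rpoB, rpoC1 and rpoC2 for enriched bins, and the settings for genes, were chosen after seeing the data. Of 197 values of the comparisons under another setting, 179 kept their call, or stayed within the replicate spread or 1.5 times the count, and 18 moved. For changed bins and genes these are totals, and their directions did turn with the scaling. Scaling to rpoB, rpoC1 and rpoC2 took the ptac14 set from 35 lower and 69 higher genes to 105 and 0, and the pTAC3 set from 654 lower and 2056 higher bins to 1901 and 5.

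Scaling moved the most. Bins above input rose from 19.9%, 19.8% and 22.7% in the ptac3, ptac14 and pTAC3 sets to 33.7%, 38.1% and 38.1% with the median bin and to 51.5%, 64.6% and 65.8% with rpoB, rpoC1 and rpoC2. Changed bins went from 85.9% to 44.2% (median bin) and 46.2% (rpoB, rpoC1 and rpoC2) in the ptac3 set, and from 86.9% to 55.4% (rpoB, rpoC1 and rpoC2) in the ptac14 set. The construction shows the cause: each scaling sets another level as unchanged. At rpl14 the pTAC3 rise of 1.53 reversed to -0.014 with rpoB, rpoC1 and rpoC2, for the same reason. A 2-fold minimum left 53.8% of bins changed in the ptac3 set, and 43.8% of genes in the ptac3 set and 49.2% in the pTAC3 set, from 82.0% and 89.1%, because it adds a condition.

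Input bins past the threshold went from 0 to 0.0648% with the replicate block and 0.454% with all groups in 1 fit in the ptac3 set, and to 0.259% with all groups in the ptac14 set. The cause was not tested. A pseudocount of 25% shrank the PEP minus NEP change from -2.0 to -1.57 in the ptac14 set and from -1.68 to -1.36 in the pTAC3 set, since a larger constant compresses ratios. Spearman's rho was 0.976 beside Pearson's 0.993, and its cause was not tested.

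Leaving out each replicate in turn, 118 of 120 values kept their call or size. The other 2 were correlations of pTAC3 with RpoB, which ran from 0.989 to 0.993 over 9 fits. Changed bins ran from 82.0% to 87.1%, from 83.1% to 88.5% and from 83.7% to 87.2%. Slope changes ran from -0.782 to -0.625, from -1.38 to -1.16 and from -0.972 to -0.864. The interaction stayed at 0 bins in 12 fits.

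For single named genes, 273 of 342 values under another setting were unchanged in call or size, 51 moved, 9 became stronger, 8 weaker and 1 reversed. Of 207 with a replicate left out, 205 were unchanged and 2 became stronger, both at rbcL.

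With replicate as a block, changed bins were 84.7%, 89.4% and 87.8% and the interaction 0. Changed genes were then 79.7%, 89.1% and 89.1% in the ptac3, ptac14 and pTAC3 sets, against 82.0%, 81.3% and 89.1% unpaired. The smallest exact p of 3 sign-flipped pairs is 0.25. Same-numbered Col-0 and mutant deviations correlated at -0.39, -0.20 and 0.02 in the ptac3 set and at 0.39, -0.25 and -0.05 in the pTAC3 set, so numbers gave no sign of pairing there. Count-based tests and TMM were not run, because the values are coverage. Bin width and the low-input filter do not apply to the lists. At the lowest mean coverage, 59.2, the counting error of a single position is 13%, and the error of a 50-bp bin was not computed.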

Other observations

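In this part the tests of template distribution, of random input differences, of the tRNA excess, carry-over included, and of the bins specific to pTAC3 were chosen only after the result was seen. The splits and the tests of depth, of the inverted repeat and of ptac14 replicate 3 were written beforehand.

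For bins where ChIP differed from input in Col-0, 1 of the 10 splits of the 6 samples, the real one, gave as many calls in each of the 3 sets, and the other 9 gave 0. The same held for bins changed in the mutants (1 of 10 in each set) and for genes changed (1 of 10 in each set). With 10 splits the share cannot go under 0.1, so chance is not excluded by this count alone. In the ptac14 set, if its numbers are taken as pairs, the other 3 splits that part all pairs also gave 0 bins and 0 genes. For the inputs, where the real split gave 0 bins, 10 of 10 splits gave as many in each set, which a count of 0 fixes in advance. The highest count from another split was 20 bins in the ptac14 set and 168 in the pTAC3 set.

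ChIP profiles of the mutants had little of the Col-0 profile left, although their SD over bins stayed at 23.1%, 20.6% and 21.2% of that in Col-0. Lower coverage is argued against, because Col-0 libraries thinned to the coverage of the shallowest mutant library (59.2) kept at least 100.2% of their slope. A different distribution of template DNA is argued against as the whole cause, because inputs differed along the RpoB profile by 4.5% of the difference between ChIP libraries. Loss of RpoB from DNA, less RpoB protein, and poorer crosslinking or immunoprecipitation in mutant tissue stay open, since ChIP coverage alone cannot separate them and protein levels were not analysed here.

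Col-0 inputs had slightly less coverage where RpoB was bound. The slope of input coverage on the RpoB profile lay between -0.083 and -0.025 in 9 Col-0 inputs and between -0.040 and 0.026 in 9 mutant inputs, a mean difference of -0.042. Random differences between input libraries are argued against by shuffling the genotype within each set: the exact permutation p was 0.00025, the smallest that 8000 groupings can give. Copy number of the inverted repeat is argued against, because the difference outside it was -0.046, with Col-0 from -0.094 to -0.060 and mutants from -0.045 to -0.011. Lower coverage of Col-0 inputs is argued against, because mutant inputs thinned to 318 had a lowest slope of -0.045 outside the repeat, above every Col-0 input. Using ChIP coverage without input as the axis gave -0.042. A candidate explanation is that DNA crosslinked to polymerase is partly lost from inputs, which is a hypothesis found on the same data and was not tested. Local template copy number and base composition bias also stay open.

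In the mutants tRNA genes stayed slightly above protein-coding genes in ChIP enrichment, in 9 of 9 libraries, by 0.006 to 0.54 on the log2 scale, against 1.61 to 2.84 in Col-0. rRNA genes were above protein-coding genes in 5 of 9, from -0.47 to 0.54. Carry-over of reads from Col-0 libraries cannot be told apart from a real remainder. The fitted excess at a slope of 0 was 0.13 ± 0.016 (jackknife SE), but it reached 0 at a slope of -0.084, which 2 ptac14 libraries have, and the slope of pure background is unknown. rRNA values go against carry-over onto a flat background without excluding it. rRNA genes were above tRNA genes in 9 of 9 Col-0 libraries and in 3 of 9 mutant libraries, where the difference ran from -0.51 to 0.21. The rRNA excess departed from that predicted from each library's tRNA excess by -0.19 ± 0.22 (SD), below the prediction in 7 of 9 libraries (exact sign-flip permutation p = 0.043). That mean is smaller than the SD between libraries, and the rRNA level of pure background is unknown too. Low input over tRNA genes may contribute: with ChIP coverage alone the excess was positive in 6 of 9 libraries, from -0.10 to 0.41, which decides neither way. Remaining RpoB on tRNA genes could not be separated from antibody background, because the 6 RpoB and 3 pTAC3 libraries of the mutants differed by 0.02 (exact permutation p = 0.905 over 84 groupings).

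Replicate 3 of ptac14 kept some of the Col-0 profile, with a slope of 0.231 against -0.089 and -0.085 in the other replicates. Reads carried over from a single Col-0 library cannot be told apart from other causes. Its deviation from the group mean correlated at 0.71 with that of Col-0 replicate 3 of the same set, but both deviations include amplitude along the profile that all Col-0 libraries share. With the shared Col-0 profile and the other ptac14 replicates regressed out, and each Col-0 library taken as its departure from the other Col-0 libraries, that pair gave -0.055. The highest of the 9 correlations was then 0.272, with Col-0 replicate 2 of the ptac3 set, which names no source and excludes none.

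In 71 bins pTAC3 was above input and RpoB in neither set. Mean log2 enrichment there was 0.42 for pTAC3 and 0.21 and 0.24 for RpoB. Larger spread between replicates is argued against for the ptac3 set, with a median SD of 0.167 for RpoB and 0.167 for pTAC3. For the ptac14 set it stays open: the median SD was 0.186, but choosing bins that RpoB did not pass favours a larger SD. Bins close to the threshold in all sets are a likely source, since mean RpoB enrichment was above 0 in 95.8% of these bins. Antibodies differed in 0 of them (3 unadjusted). The bins as measured gave no evidence of pTAC3 without RpoB.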
